A study of Mus musculus with 20 samples. Its data were reported in "Deciphering motor dysfunction and microglial activation in mThy1-α-synuclein mice: a comprehensive study of behavioral, gene expression, and methylation changes" (2025).

How the data were processed

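DNA methylation was measured by enzymatic methyl sequencing (EM-seq) in microglia, the resident immune cells of the brain, from 20 male mice. In EM-seq, enzymes convert unmethylated cytosines so that they are read as thymine while methylated cytosines are still read as cytosine. The mice were mThy1-α-synuclein transgenics (Tg), which carry human α-synuclein under the mouse Thy1 promoter, or wild-type controls (WT), at an age of 7 or 10 months. Groups were taken from the sample labels, with 6 Tg and 4 WT mice at 7 months and 5 Tg and 5 WT mice at 10 months.

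According to their methods, the authors trimmed the reads with Trim Galore, aligned them to the mm10 build of the mouse genome with Bismark and bowtie2, and summarised uniquely mapped reads with methylKit in windows of 1000 bp. The deposited values are the methylation fraction of each window in each mouse, on a scale from 0 to 1. The values were converted to percent for all steps here. One deposited table holds the libraries of each age, and the separate file of each library was compared with its column. The largest difference over the 20 libraries was 0, no value was missing and 0 sample columns were left unused. Because fractions come without methylated and unmethylated calls, the depth behind each value is unknown, and no confidence interval or coverage minimum could be set. Tests that need counts, namely the logistic and overdispersed logistic models, the coverage minimums and the pooled share of calls, were therefore not run.

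The study's methods sequenced the libraries in 2 batches and reported that no batch effect was found. The labels do not assign libraries to a batch, so no comparison within batches was made here. Each age was processed on its own from tissue to nucleic acid, so age and processing cannot be told apart. The labels and the methods describe the selection of microglia by different surface or cell markers, and nothing here depends on which was used.

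For each age, limma 3.58.1 in R 4.3.3 was fitted to log2((percent + 1)/(101 − percent)) for every window, with genotype as the only term. A differentially methylated region (DMR) was a window whose group means differed by at least 25 percentage points with a Benjamini-Hochberg adjusted p under 0.01. The 25 point minimum and the 0.01 threshold were taken from the study, while the limma test was chosen here and treats each mouse as 1 replicate. The same criteria were used for the interaction of genotype and age over all 20 mice and for the difference between ages within each genotype. Mean methylation per mouse and the first principal component (PC1) over autosomal windows were compared by exact two-sided permutation tests. The share of DMRs with another DMR starting within 100 kb was set beside 1000 random draws of as many tested windows. The share of age-dependent windows near 10-month DMRs was set beside 20 simulations of 7-month groups, since the same 10-month mice enter both. The simulated groups were drawn window by window around the 10-month means, with a spread pooled over both ages and cut to the possible range. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

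The reference for window annotation was GRCm38, the same assembly as mm10, with the GENCODE vM21 genes. Of the windows tested, 2260727 of 2260746 at 7 months and 2280843 of 2280867 at 10 months held at least 1 CpG in this reference. For the shares of DMRs and tested windows, a window was assigned by its midpoint, with the classes tried in a fixed order. These were a promoter (within 2 kb of a transcription start), an exon, an intron and the space between genes. For the single windows named below, the promoter class was not used. The windows named below in Thy1, in Clec10a and near Gm22679 lay 172, 553 and 1020 bp from a start. They are therefore described below by an exon, an intron and the space between genes, although they count as promoter windows in the shares.

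The windows to be named were chosen by rules written before the data were examined. The first rule took, for genes that included Thy1, Clec10a and Trpm6, the window with the largest summed absolute difference over both ages. The second rule took DMRs called at both ages, and it gave none because no DMR was called at 7 months. It was therefore applied to 10 months alone, with the top window of at most 5 chromosomes per direction, a choice made after the values were seen. Some windows these rules chose are not reported here, and no other windows took their place.

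Before use, the limma step was tested on simulated data of the same size. Of 200 windows lowered by 50 points, 105 were called among 2260746 windows in the 7-month design and 99 among 2280867 in the 10-month design, with 0 unchanged windows called in both. Alternatives covered the scale and pseudocount of the test, both thresholds, the windows tested, the summary over mice, one fit for all 20 mice, the replicate number as a block, and leaving out each mouse in turn.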

Results

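The study asked how α-synuclein overexpression relates to DNA methylation in microglia at 2 ages between early and advanced disease. Methylation was available as the percent of methylated cytosines in 2260746 windows of 1000 bp in the 10 libraries at 7 months and in 2280867 windows in the 10 libraries at 10 months. Of these, 2214076 windows were measured at both ages. Coordinates refer to mm10. The number of reads behind each window is unknown.

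The Thy1 gene, whose promoter drives the transgene, was examined first because it bears on the genotype labels. Thy1 (ENSMUSG00000032011.5) lies on the plus strand of chromosome 9 from 44043384 to 44048579. In the exonic window from 44045001 to 44046000, which holds 6 reference CpGs, methylation at 10 months was 36.2% ± 2.8 (SD, n = 5) in Tg mice and 75.4% ± 5.7 (SD, n = 5) in WT mice. The difference of -39.2 points (log2 ratio -2.41, SE 0.24) had an adjusted p of 0.00226 by limma, and every Tg mouse lay below every WT mouse. Over its alternatives the adjusted p by limma ran from 0.000373 to 0.166. It missed the 0.01 threshold under 4 of its 20 alternatives, among them the fit of all 20 mice and those without Tg replicate 2 (0.0111) and without Tg replicate 3 (0.0104), and the difference stayed between -41.3 and -37.7 points.

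At 7 months the same window did not separate the labels. The libraries labelled Tg had 51.0% ± 23.3 (SD, n = 6) and those labelled WT had 67.6% ± 21.8 (SD, n = 4), with an adjusted p of 0.938 by limma. The library labelled Tg replicate 6 had 79.3%, within the 72.1% to 82.0% of WT replicates 1, 3 and 4. The library labelled WT replicate 2 had 35.6%, near the 28.2%, 31.4% and 32.3% of Tg replicates 1, 4 and 5. Tg replicates 2 and 3 had 75.0% and 59.5%. In this window the libraries labelled Tg replicate 6, Tg replicate 2 and WT replicate 2 thus went against their labels. All 7-month differences between genotypes given here are between the libraries as labelled.

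**Figure D1:**
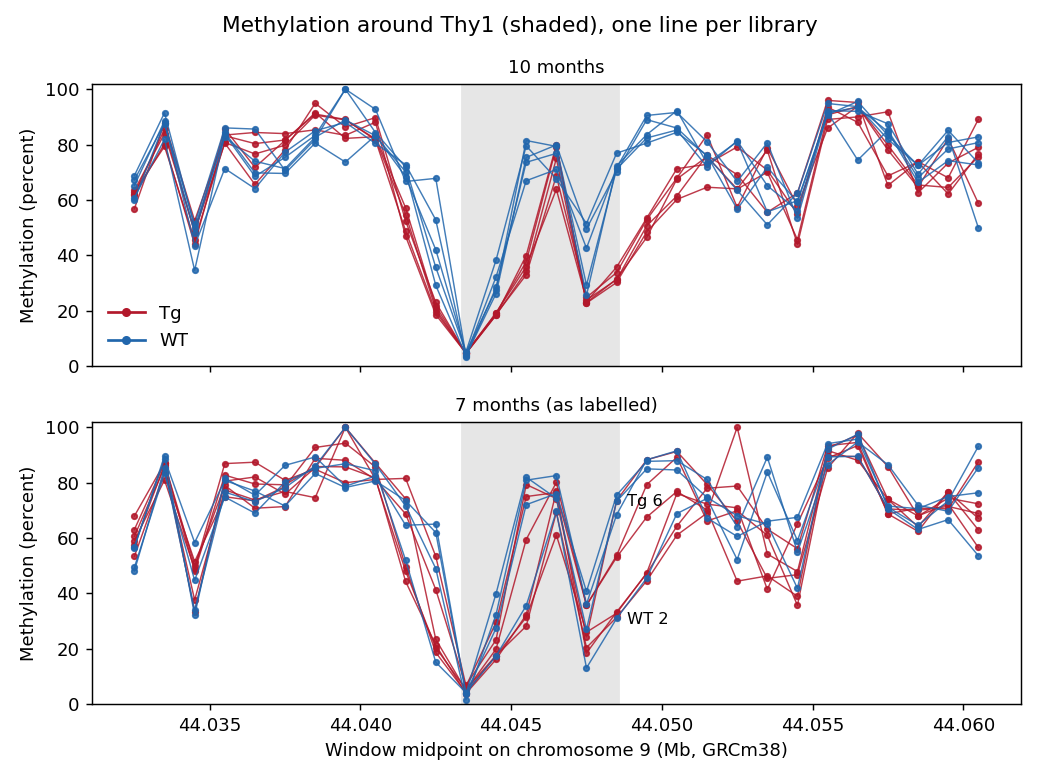
Methylation in percent (vertical axis) of 1000 bp windows around Thy1 on chromosome 9 (horizontal axis, Mb), with 1 line per library, Tg in red and WT in blue, and the gene shaded. At 10 months the genotypes part in and next to the gene, while at 7 months the library labelled Tg 6 runs with the WT lines and the library labelled WT 2 runs with the lower Tg lines.

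Mean methylation over all windows at 10 months was 76.72% ± 0.26 (SD, n = 5) in Tg mice and 77.46% ± 0.22 (SD, n = 5) in WT mice. The difference of -0.737 points was larger than the spread between mice (exact two-sided permutation test, p = 0.00794, the smallest p this design allows). At 7 months the means were 76.29% ± 0.70 (SD, n = 6) in libraries labelled Tg and 76.74% ± 0.19 (SD, n = 4) in libraries labelled WT. That difference of -0.45 points was within the spread between mice (exact two-sided permutation test, p = 0.281). The alternative that moved the 10-month value most was restriction to the X chromosome, with a difference of -0.816 points. In the mitochondrial genome, where little CpG methylation is usually found and the value serves as a background, mean methylation at 10 months was 0.404% ± 0.072 (SD, n = 5) in Tg and 0.29% ± 0.056 (SD, n = 5) in WT mice.

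PC1 of autosomal methylation held 16.88% of the variance at 10 months and separated all Tg from all WT mice (exact two-sided permutation test, p = 0.00794). Genotype accounted for 95.8% of the variance of the PC1 scores. At 7 months PC1 held 15.56% of the variance, and the labels accounted for 38.5% of its scores (exact two-sided permutation test, p = 0.0905). The libraries labelled Tg replicate 6 and WT replicate 2 were the ones on the other side of 0 from the rest of their groups, with scores of 4172.2 and -2248. Without Tg replicate 6 the share was 63.6% with an exact permutation p of 0.0317, and without WT replicate 2 it was 58.5% with an exact permutation p of 0.0357.

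At 7 months, 4054 windows differed by at least 25 points between the labelled groups, 1983 higher and 2071 lower in Tg. None passed an adjusted p of 0.01 by limma, so 0 DMRs were called, with 119352 windows at an unadjusted p under 0.05 and 2 at an adjusted p under 0.05. limma on the percent itself and limma with a variance trend also called 0. Single libraries decided this count. Leaving out the library labelled WT replicate 2 gave 55 DMRs, and leaving out the library labelled Tg replicate 6 gave 16.

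At 10 months, 9840 windows differed by at least 25 points, 5283 higher and 4557 lower in Tg. By limma, 746 of them were DMRs, of which 580 (77.7%) were higher and 166 lower in Tg. In all 746 DMRs every Tg mouse lay on one side of every WT mouse. Such separation was seen in 1.711% of all windows, where chance gives 0.794%. The count was 1835 at an adjusted p under 0.05 and 135 in the fit of all 20 mice. Leaving out Tg replicate 2 gave 479, Tg replicate 3 gave 478, WT replicate 2 gave 488 and WT replicate 3 gave 471.

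The DMRs lay on 16 chromosomes and 64.3% were on 3 of them. Chromosome 3 held 268, all higher in Tg, chromosome 5 held 114, all higher, and chromosome 13 held 98, all lower. Chromosome 1 held 67, chromosome 16 held 33 and chromosome 12 held 16, all higher in Tg. Of 13 chromosomes with at least 5 DMRs, 9 had DMRs of a single direction. Chromosome 9 had 61 DMRs higher in Tg, from 45495001 to 94656000, and 3 lower, all between 44045001 and 44050000 at Thy1. Of the DMRs, 78.2% had another DMR starting within 100 kb, against a mean of 5.93% and a range of 2.41% to 10.1% in 1000 random draws.

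**Figure D2:**
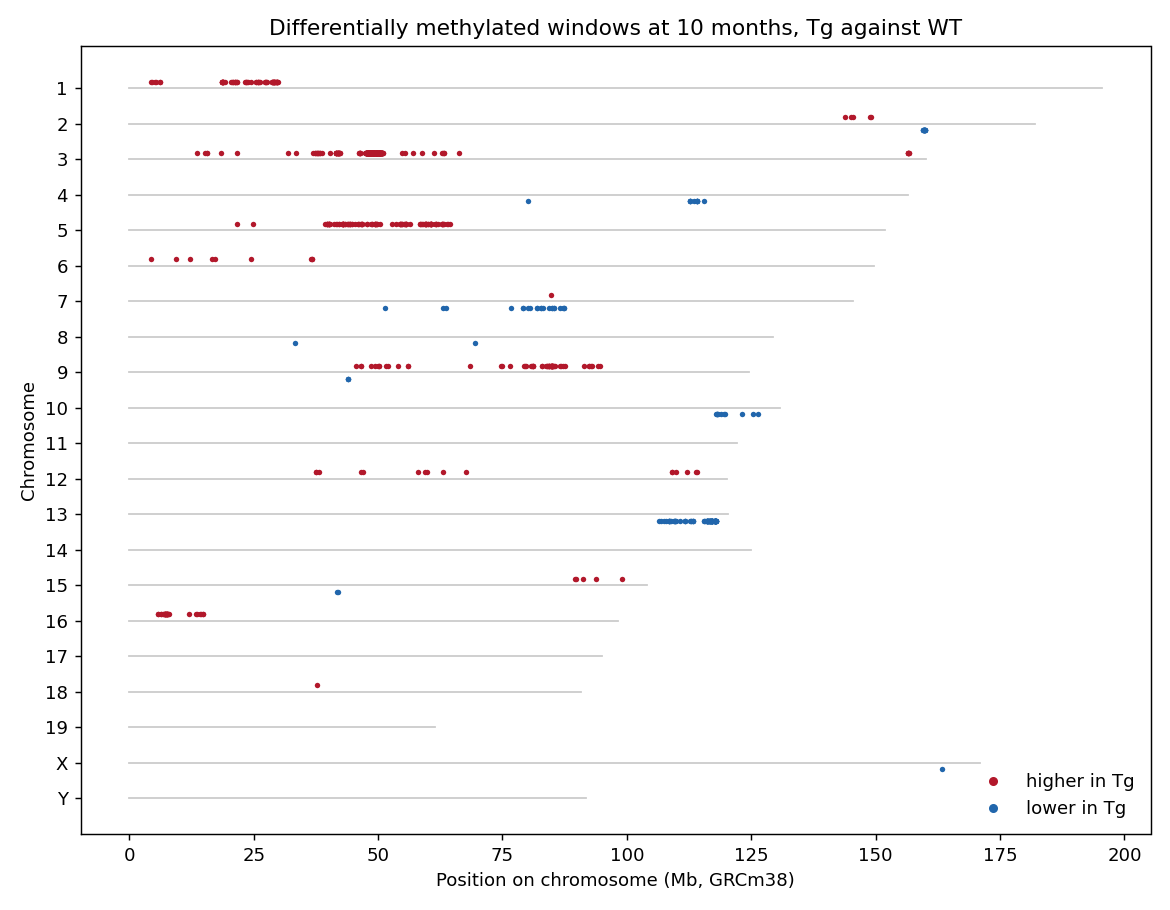
Position in Mb (horizontal axis) of the 746 DMRs at 10 months on each chromosome (vertical axis), with 1 point per DMR, red above the line where methylation was higher in Tg and blue below it where it was lower. The points gather in blocks of one colour, such as the 268 on chromosome 3 and the 98 on chromosome 13.

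The DMR with the largest rise lay on chromosome 3 from 50461001 to 50462000, between genes and 17886 bp from Slc7a11 (ENSMUSG00000027737.10). Its methylation at 10 months was 97.2% ± 3.9 (SD, n = 5) in Tg and 0% in all 5 WT mice, a difference of 97.2 points with an adjusted p of 1.63e-05 by limma. The window holds 1 CpG in the reference. The other top windows that rose were on chromosome 5 from 44260001 to 44261000, chromosome 1 from 29302001 to 29303000, chromosome 9 from 74928001 to 74929000 and chromosome 12, by 91.2, 87.3, 78.2 and 63.2 points, and WT mice had a mean of 0% in each. The window on chromosome 12 from 37472001 to 37473000 lies in an intron of Agmo (ENSMUSG00000050103.18). The others were assigned to the space between genes, although that on chromosome 1 lies 1020 bp from a transcription start of Gm22679.

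The windows given here that fell in Tg leave out part of the top windows, the largest fall included. They were on chromosome 2 from 159847001 to 159848000, chromosomes 4 and 10, and chromosome 7 from 82814001 to 82815000. Their differences were -92.7, -65.3, -58.9 and -54.8 points. That on chromosome 4, from 112601001 to 112602000 in an intron of Skint2 (ENSMUSG00000034359.16), had an adjusted p of 0.0046 by limma and missed the 0.01 threshold under 13 of its 19 alternatives, with a range over all 19 of 3.47e-06 to 0.0858. That on chromosome 10, from 118067001 to 118068000 between genes, had an adjusted p of 0.00416 by limma and missed the threshold under 10 of its 20 alternatives, with a range over all 20 of 0.000941 to 0.0565. Leaving out most single mice was enough to lose either call.

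The study also named Clec10a and Trpm6 for their RNA changes, among genes that had DMRs at both ages. RNA was not examined here, and neither window chosen for these genes was a DMR. In Clec10a (ENSMUSG00000000318.16, chromosome 11), the window from 70168001 to 70169000 had 83.2% ± 5.6 (SD, n = 5) in Tg and 89.1% ± 4.1 (SD, n = 5) in WT mice, with an adjusted p of 0.764 by limma. In Trpm6 (ENSMUSG00000024727.9, chromosome 19), the intronic window from 18850001 to 18851000 had 8.6% ± 19.3 (SD, n = 5) in Tg and 53.7% ± 33.1 (SD, n = 5) in WT mice, with an adjusted p of 0.348 by limma. As labelled at 7 months, these windows differed by 6.8 and -15.2 points, with adjusted p values of 0.936 and 0.951 by limma.

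Of the 746 DMRs at 10 months, 66.5% lay between genes, against 47.6% of all tested windows (Fisher's exact test, adjusted p = 1.13e-24). Introns held 27.3% of DMRs against 37.9% of tested windows (adjusted p = 2.23e-09), promoters 5.23% against 11.7% (adjusted p = 2.23e-09) and exons 0.938% against 2.82% (adjusted p = 0.00078). Neighbouring windows are not independent, so these p values overstate the precision. DMRs had a median of 4 reference CpGs and tested windows a median of 7.

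No DMR was shared by both ages, as none was called at 7 months. Across the 2214076 windows measured at both ages, the Tg minus WT differences of the 2 ages had a Pearson r of 0.142 and a Spearman rho of 0.078. Windows are not independent replicates. Resampling chromosomes gave a 95% range for r of 0.088 to 0.192. Without the 10-month DMRs r was 0.132, outside the 153 bins of 1 Mb that hold a DMR it was 0.091, and over means of 1 Mb bins it was 0.329.

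Each library was also placed between the 10-month group means over the 669 DMRs of the 10-month mice that were measured at both ages, all autosomal, with the WT mean as 0 and the Tg mean as 100. At 7 months the libraries labelled Tg replicates 1 to 5 were at 82.4 to 89.4 and the library labelled Tg replicate 6 was at 21.2. The libraries labelled WT replicates 1, 3 and 4 were at 10.6 to 36.1 and the library labelled WT replicate 2 was at 91.1.

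**Figure D3:**
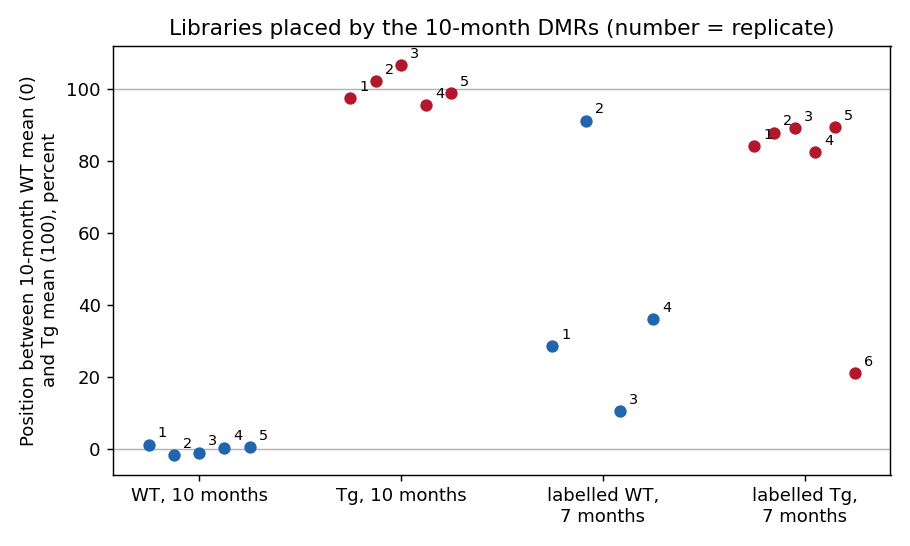
Position in percent (vertical axis) of each library between the 10-month WT mean (0) and Tg mean (100) over the 669 DMRs of the 10-month mice that were measured at both ages, with 1 point per library grouped by label (horizontal axis) and numbered by replicate. The 10-month libraries defined the scale, and at 7 months the library labelled Tg 6 is at 21.2 and the library labelled WT 2 at 91.1.

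The interaction of genotype and age, fitted over all 20 libraries as labelled, was past both thresholds in 17 windows, all with a more positive Tg minus WT difference at 10 months. Of these, 12 were on chromosome 9 and 4 on chromosome 3, and 16 were themselves DMRs at 10 months. Between ages, 31 windows differed in WT mice by limma, all lower at 10 months, with 25 on chromosome 9 and 5 on chromosome 3. In Tg mice 6 windows differed, 3 higher on chromosome 2 and 3 lower on chromosome 19 at 10 months. limma on the percent itself called 1, 2 and 0 windows in these 3 comparisons, the last with 128319 windows at an unadjusted p under 0.05. Leaving out 1 library gave 6 to 16 interaction windows. In WT mice it gave 71 without replicate 1 and 87 without replicate 3 at 7 months, and in Tg mice 26 without replicate 1 and 37 without replicate 4 at 10 months. Each age comparison rests on different mice that were processed at different times.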

Values the study reported

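The study reported 6,712 DMRs between transgenic and wild-type microglia at 7 months and 8,531 at 10 months. At both ages it described higher methylation in transgenic mice on chromosomes 1, 3, 9 and 16 and lower methylation on chromosomes 4, 7, 8, 11 and 13. At 10 months it added higher methylation on chromosomes 5 and 12 and lower methylation on chromosome 19. It placed 65% of the 10-month DMRs between genes and 30% in introns.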

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

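The tests of a mislabelled or mixed library, of the transgene locus, of noise in single windows, and of inherited segments in the interaction windows, with its simulation, were chosen after the results were seen, while the redrawn genotype labels for the interaction were set down before. Of 64 groups of values examined, 11 held a value far from the rest of its group, where chance gives about 3.2.

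Most of these values came from 2 libraries at 7 months. On PC1, the library labelled Tg replicate 6 had a score of 4172.2 against -1340.8 for the nearest other Tg library, and the library labelled WT replicate 2 had -2248 against 4122.3 for the nearest other WT library. In the window near Slc7a11 on chromosome 3, Tg replicate 6 had 0% where the other Tg libraries had at least 90.6%. In the window near Gm22679 on chromosome 1 it had 0% against at least 72.0%, and WT replicate 2 had 86.2% where the other WT libraries had 0%. In the Skint2 window on chromosome 4, WT replicate 2 had 0% against at least 55.3%, but there Tg replicate 6 also had 0%, like the other Tg libraries.

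To examine a mislabelled library, each 7-month library was placed between the 10-month WT mean (0) and the 10-month Tg mean (100) over the 669 DMRs measured at both ages, all autosomal and defined in the 10-month mice alone. The library labelled Tg replicate 6 was at 21.2, while the other Tg libraries were at 82.4 to 89.4. The library labelled WT replicate 2 was at 91.1, while the other WT libraries were at 10.6 to 36.1. By chromosome, Tg replicate 6 was nearer the other WT libraries on 11 of 13 chromosomes, the exceptions being 4 and 5, and WT replicate 2 was nearer the other Tg libraries on 12 of 13, the exception being 16. The prediction had named every chromosome, so it was met only in part. As a check of the labels only, each single exchange of 1 Tg and 1 WT label at 7 months was refitted, and that of these 2 libraries gave the most windows past both thresholds, 449, with 10 for the next. At 10 months no single exchange gave more than 10, against 746 as labelled.

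A mixture of both genotypes in these tubes would have put them between the groups, and WT replicate 2 at 91.1 was above every library labelled Tg at 7 months, while Tg replicate 6 at 21.2 was within the range of the other WT libraries. The study places the transgene on the X chromosome. A change there or at Thy1 alone would have left the other chromosomes in place, yet over the autosomal DMRs outside chromosome 9 Tg replicate 6 was at 15.8 and WT replicate 2 at 88.1. An exchange of the 2 labels could give these values. The study checked genotypes by PCR of tail DNA and described grouping by genotype in its own methylation profiles at each age. As labelled here, 4054 windows at 7 months passed the minimum difference, and 7966 did after the exchange. The count as labelled is below the DMR number quoted from the study, and the exchanged one is above it. This favours an exchange after the study's own comparison. The study worked from reads, which are unknown here, so the step stays open. A pair of independent errors, or mice whose inherited segments differ from those of their group, stays open. Apart from this check, the labels were kept as given in all comparisons.

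The remaining values were in windows named above. In the Agmo window on chromosome 12, WT replicate 1 at 7 months had 0% against at least 40% in the other WT libraries. At 10 months, WT replicate 1 had 12.5% in the Skint2 window against at least 67.2%. At 10 months, Tg replicate 5 had 92.8% in the Clec10a window against at most 82.7%, and Tg replicate 1 had 43.2% in the Trpm6 window against 0% in the others. For the windows in Agmo and Skint2, noise from low depth in the window alone was examined over the other DMRs of the same chromosome more than 100 kb away, on the scale from the 10-month WT mean (0) to the Tg mean (100). WT replicate 1 at 7 months was at 4.2 over 11 such DMRs on chromosome 12, where the other WT libraries were at 54.4 to 102.6. WT replicate 1 at 10 months was at 65.1 over 4 such DMRs on chromosome 4, where the other WT libraries were at -38.2 to 0.6. These values argue against noise in 1 window, and a chromosome segment that differs between the mice of a group stays open. For the windows in Clec10a and Trpm6 depth is unknown and noise was not tested. No biological explanation was tested for any of these values.

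The interaction of genotype and age was past both thresholds in 17 windows. Of 100 drawings of the genotype labels within each age, 2 gave as many windows, the real labels included. Another drawing gave 28. Redrawing removes the genotype difference at each age along with the interaction. The drawings therefore cannot exclude chance for the interaction itself. The 100 drawings followed a smaller first run that is not reported here. The 17 windows include 16 in 1 Mb bins that hold a 10-month DMR, where 6.51% of tested windows lie. The 10-month mice enter both sets, which raises this number by itself. Simulated 7-month groups drawn around the 10-month means gave a mean of 3.85 in such bins for the top 17 windows. The most over 20 draws was 7. Each window was drawn on its own, so linked windows could go past this range, and it sets no limit on chance. Inherited sequence variants that differ between the WT mice of the 2 ages are a candidate explanation. The interaction also includes the libraries labelled Tg replicate 6 and WT replicate 2 at 7 months, and without Tg replicate 6 at 7 months 6 windows were called, as also without WT replicate 5 at 10 months. A change with age stays open and was not tested apart from processing.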

How the results depend on the processing

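The restriction to windows with at least 5 reference CpGs and the fit of only the mice that share a number were chosen after seeing the data. All other alternatives were fixed before the data were examined. The tests that need counts, including the coverage minimums, were not run.

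At 7 months the count stayed at 0 DMRs under the other scale, pseudocount, thresholds, window sets and the fit of all 20 mice. Leaving out 1 library at a time gave 0 to 55, with 55 without WT replicate 2, 16 without Tg replicate 6 and 1 each without Tg replicates 2 and 4. The share of higher DMRs, the clustering of DMRs and the direction of shared DMRs have no value at 7 months, or between ages, because no DMR was called. DMRs shared by both ages stayed at 0 except without Tg replicate 6 (2), without WT replicate 2 (4) and in the mice that share a number (1), so leaving out a library gave 0 to 4.

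At 10 months the 746 DMRs became 478 at a minimum of 40 points, 1835 at an adjusted p under 0.05, 319 at 0.001, 438 with at least 5 reference CpGs and 135 in the fit of all 20 mice. The 7-month libraries share the variance estimate in that last fit. Other alternatives raised the count, to 899 by limma on the percent, 949 with a variance trend and 1096 with a pseudocount of 5. It was 952 for mean methylation of 10% to 90% and 843 on autosomes only. Leaving out 1 mouse gave 471 to 783, with 479 and 478 without Tg replicates 2 and 3 and 488 and 471 without WT replicates 2 and 3. The share higher in Tg, 77.7%, was 82.2% at 40 points, 71.8% at 0.05, 84.3% at 0.001, 74.1% by limma on the percent, 67.4% with at least 5 reference CpGs and 85.9% in the fit of all 20 mice. Leaving out 1 mouse gave 66.8% to 80.2%, the lowest without Tg replicate 5. The share with a neighbour within 100 kb, 78.2%, was 82.2% at 0.05, 81.9% with a pseudocount of 5, 81.0% for mean methylation of 10% to 90%, 71.9% with at least 5 reference CpGs, 63.0% in the fit of all 20 mice and 73.3% to 80.4% with 1 mouse left out. It was 40.5% within 10 kb and 94.6% within 1000 kb. The cause of these shifts was not tested beyond the thresholds and window numbers that define them.

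Replicate numbers are shared by the genotypes, but same-numbered mice did not deviate together, with correlations from -0.0064 to 0.0045 at 10 months and from -0.0332 to 0.0423 at 7 months. The numbers therefore do not pair the mice. With the replicate block, 232 DMRs were called at 10 months, 88.4% of them higher in Tg and 65.1% with a neighbour within 100 kb, and 0 at 7 months. The Thy1 window had an adjusted p of 0.0557 by limma with the block. Without the block, the same 8 libraries at 7 months gave 9 DMRs.

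The mean methylation difference kept its direction and its side of 0.05 under all 14 alternatives at each age, from -0.815 to -0.669 points at 10 months with 1 mouse left out. The PC1 difference at 10 months passed 0.05 under all 12 alternatives. At 7 months it passed only without Tg replicate 6 (63.6%) and without WT replicate 2 (58.5%), and leaving out 1 library gave 26.3% to 63.6%. The correlation of genotype differences between ages was 0.329 over 1 Mb bins and 0.091 outside the bins that hold a DMR, against 0.142 over windows.

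The interaction windows numbered 1 by limma on the percent and 6 to 16 with 1 mouse left out, against 17. Windows differing between ages in WT numbered 2 by limma on the percent and 23 to 87 with 1 mouse left out, with 71 without WT replicate 1 and 87 without WT replicate 3 at 7 months, against 31. In Tg mice they numbered 0 by limma on the percent, 2 at 40 points and 4 to 37 with 1 mouse left out, with 26 without Tg replicate 1 and 37 without Tg replicate 4 at 10 months, against 6. Promoter widths of 1 kb and 5 kb changed no call of the annotation. No named window changed direction. Depth is unknown, so what it limits could not be measured.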

Other observations

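The test of windows with 1 reference CpG, and the splits of the libraries for the age comparisons, were set down before their results were seen, and the other tests in this part, the simulation of unchanged groups included, were chosen after.

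Differences between Tg and WT at 10 months lay in blocks of one direction. Of the 488 pairs of neighbouring DMRs within 100 kb, 100% shared their direction, where the overall split would give 65.4%, which argues against noise from low depth as the source of the blocks. Only 1 of 100 splits of the 10 libraries, the real one, gave as many as 746 DMRs, and the next gave 10. A random grouping of the libraries can thus be excluded, but not inherited segments shared by the mice of a group. At 7 months 0 DMRs were called as labelled by limma (119352 windows at an unadjusted p under 0.05, and 0 DMRs by limma on the percent and with a variance trend), so 100 of 100 splits had to give at least as many, which says nothing about chance.

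A candidate explanation for the blocks is a strain variant that removes a reference CpG, because the background of these mice mixes 2 inbred strains, and a CpG lost to a C-to-T variant reads as unmethylated. Of the 123 DMRs with 1 reference CpG, 99.2% had a group mean under 5% in the lower group, against 0.966% of the other tested windows with 1 CpG. Among windows with 1 CpG that differed by at least 25 points and were not called, the share was 17.4%, so part of the contrast may come from the test, which favours groups with little spread. Among DMRs with more CpGs, the share with a lower group mean under 5% was 77.1% with 2, 48.9% with 3, 27.5% with 4, 13.5% with 5 to 9 and 10.6% with 10 or more. The median difference fell from 59.3 points with 1 CpG to 56.6 with 2, 50.4 with 3, 46.2 with 4, 40 with 5 to 9 and 35.2 with 10 or more. A single lost CpG among 10 would shift a window by about 10 points if all its CpGs had equal reads, less than the 25 points that define a DMR. The loss of 1 CpG is therefore a poor account of the 66 DMRs with 10 or more, but the reads per CpG are unknown, so it stays open there. Several variants in a window, effects of inherited sequence on methylation nearby, and an effect of α-synuclein stay open, and the sequence reads that would show variants were not used here.

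Most windows that differed between ages in WT mice lay in the same regions. Of 31 windows in WT mice, 28 were in 1 Mb bins that hold a 10-month DMR, where 6.51% of tested windows lie, and 27 were 10-month DMRs themselves. The 10-month WT mice enter both comparisons, which raises this number by itself. Simulated 7-month groups drawn around the 10-month means gave a mean of 6.05 in such bins for the top 31 windows. The most over 20 draws was 9. Linked windows could go past this range, because the simulation drew each window on its own. Of the 6 windows in Tg mice 2 lay in such bins, within the 0 to 3 of the same simulation. In the 31 windows the 10-month WT mice were lower. Over the DMRs of chromosome 9, which holds 25 of them, all 4 libraries labelled WT at 7 months were at 70.0 to 121.1 on the scale from the 10-month WT mean (0) to the Tg mean (100), and the 10-month WT mice were at -0.6 to 0.6. This is consistent with inherited segments that differ between the WT mice of the 2 ages. Only 1 of 100 splits of the WT libraries, the real one, gave as many windows. Of 100 splits of the Tg libraries, from 462 possible, 4 gave at least the 6 in Tg mice, the real one included. Chance can thus be excluded at 0.05 for both, though other Tg splits gave 9. By limma on the percent, 0 windows were called in Tg mice. Age, processing and the choice of mice cannot be told apart.

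Lower methylation in Tg at Thy1 was narrow. At 10 months 3 windows within 2 kb of the gene were at least 25 points lower, and 0 of 193 windows farther out but within 100 kb were. Reads shared between the Thy1 cassette of the transgene and the Thy1 gene may produce such a pattern, which needs the 0 windows farther out. Not all of the gene was lower, as the window from 44046001 to 44047000 differed by -1.59 points. Altered methylation of the gene itself in Tg mice stays open and was not tested.

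Tg replicates 2 and 3 at 7 months were intermediate at Thy1. On the scale from the 10-month WT mean (0) to the Tg mean (100), they were at 24.3 and 44.6 over 2 Thy1 windows, but at 84.7 and 86.2 over DMRs outside chromosome 9. The smaller of the gaps was 41.6, which argues against an admixture of WT cells, since that would lower both alike. Fewer or differently methylated transgene copies in these mice stay open and were not tested.

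The mitochondrial background was higher in Tg than in WT mice at 10 months by 0.114 points (exact two-sided permutation test, p = 0.0317), and by 0.114 points between the labels at 7 months (exact two-sided permutation test, p = 0.119). These 2 tests are not adjusted for one another.

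The number of DMRs at 10 months here was 746. That is lower than the value quoted from the study above. The study tested reads with methylKit and its q-value, while limma on fractions per mouse was used here. At 10 months 9840 windows passed the minimum difference, so the p threshold of limma set the lower count. The number of DMRs at 7 months as labelled was 0. That is lower than the value quoted from the study above. At 7 months 4054 windows passed the minimum difference as labelled, and the labels of Tg replicate 6 and WT replicate 2 are in doubt. The 7-month counts therefore cannot show what the choice of test changed.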
